A study of Danio rerio with 24 samples. Its data were reported in "Stage-specific and cell type-specific requirements of ikzf1 during haematopoietic differentiation in zebrafish" (2022).

How the data were processed

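Single cells of whole kidney marrow (WKM), the site of blood formation in adult zebrafish, had been sorted by light scatter into plates and sequenced by mCEL-Seq2, a plate-based method that primes at the poly(A) tail and counts transcripts near their 3′ end with unique molecular identifiers (UMIs). The 24 libraries came from 3 genotypes with 8 libraries each: wild-type, the *ikzf1* mutant line IT325 and the *ikzf1* mutant line fr105. Genotype, set (P1 or P2) and replicate number were taken from the sample labels. Per the study's methods the libraries of a genotype shared a sequencing lane, so that lane and genotype may coincide. The methods also state that wild-type and mutant cells were processed in parallel to limit batch effects. The labels name no fish, so each library was treated as 1 replicate, and the spread between libraries need not measure the spread between fish.

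The authors aligned read pairs with bwa to Ensembl-based gene models with extended 3′ ends and to spike-in sequences, kept the sense strand, discarded reads that matched more than 1 locus, and counted UMIs of 6 bases per cell barcode and gene. They then turned the number of different UMIs into an estimate of transcripts with a binomial correction for UMIs drawn more than once. The deposited values are therefore expected counts, that is estimated transcript counts that need not be whole, with no normalization and no filter on cells. Inverting the correction returned UMI counts within 4.1e-12 of a whole number. A UMI of 6 bases saturates for abundant transcripts, which makes the values of the most abundant genes the least precise ones, and discarding ambiguous reads lowers the values of genes with near-identical copies, such as the haemoglobin genes and the genes of the major histocompatibility complex.

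Each file lists 192 barcodes, of which a library used 96. The other 96 are in use in other libraries and were kept only as a measure of background. The files list 23981 genes by Ensembl identifier, of which 17966 (74.9%) have a symbol in the name table used. Names of 32 genes of the fixed lists were taken from the study's own naming, where the name table gives another symbol or none (*mpx* is listed there as EPX, *ighv1-4* as ighm). Genomic coordinates were not used here. A further 17 entries were spike-ins, which held 0.0033% of transcripts and were left out. Barcodes with at least 1500 transcripts were taken as cells, which is the minimum the study applied. Doublets were not called, since a well received 1 sorted cell, and no cell was removed for a high number of transcripts.

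Cells were clustered with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2: 2000 variable genes, 30 principal components, a graph of 15 nearest neighbours weighted by shared neighbours, resolution 1 and seed 1. This gave 17 clusters. A cluster received the name of a class, written as "-like", from lists of marker genes fixed before the data were examined. A marker counted where it was detected in at least 10% of the cluster's cells and at least 2-fold above the median over clusters. A name needed at least 3 markers, 50% of the matched list, and 1.5 times as many markers as the next class, and no other class could have more markers among the 10 genes with the largest fold in the cluster. The requirement of 50% of the list and the lead over the next class were added after a first clustering had been seen together with its cell numbers per genotype. The first of these keeps cluster 16, which held 6 of 14 matched erythroid markers (2 of the next class, progenitors) and cells of IT325 alone, out of the erythroid-like class, and the looser rule was run as an alternative. The rule on the 10 leading genes keeps cluster 15 out of the T cell-like class (7 of 14 markers, against 4 of innate lymphocytes), and names were also given without it. Of the matched lists (erythroid 14 genes, neutrophil 15, macrophage 12, B cell 11, T cell 14, innate lymphocyte 10, progenitor 10, thrombocyte 9, kidney tubule 8, endothelial 8), those of innate lymphocytes, thrombocytes and endothelial cells named no cluster. Clusters 5, 6, 15 and 16, with 142 of the 1008 cells, stayed unnamed. The authors' own assignment of cells to clusters was not used here, so differences from the study can come from the rebuilt names.

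Shares of cells per class were compared between libraries with a two-sided exact permutation test of the difference between mean shares over all 12870 splits of 8 against 8 libraries, whose smallest possible p is 0.00016. The 21 p-values of 7 classes and 3 comparisons were adjusted together by the Benjamini-Hochberg method. For gene expression, transcripts of all cells of a library were summed, and so were those of the cells of 1 class in libraries with at least 5 cells of that class, where both genotypes had at least 4 such libraries. Only the neutrophil-like class met this in all genotypes. The sums were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest, all 24 libraries in 1 fit, two-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. A standard error of a log2 fold change is its size divided by the square root of the F statistic. The study compared cells with a negative binomial test; cells are not replicates, so library sums were compared in its place. Levels are given as transcripts per 1000000 with TMM-scaled library sizes. A fold against a group with no transcript is a lower bound from a floor of 3 counts over the group, and a fold against a group with 1 to 3 transcripts carries a 95% interval for counting error alone.

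The genes named in the text follow a rule set before the data were examined: *ikzf1*, a list of lineage genes from the study, and for each comparison up to 3 genes per direction with the largest fold change among genes past the threshold, with a mean of at least 100 transcripts per 1000000 in the higher genotype and no overlap between the libraries of the compared genotypes. With 8 libraries against 8, chance gives such a separation for 0.016% of genes. The edgeR step was tested on simulated counts with 200 genes changed 4-fold. For the library sums it recovered 93% of them for IT325 against wild-type and 94% for each of the other comparisons, with 7.5%, 4.1% and 3.6% of calls false (3296 genes). For the neutrophil-like class it recovered 96.5%, 97.5% and 97.5%, with 1.5%, 3.9% and 5.8% false (1989 genes), in the order IT325 against wild-type, fr105 against wild-type and fr105 against IT325.

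Depth set the precision. The used barcodes of a library held between 103585 and 545086 transcripts, and the cells kept per library numbered between 22 and 56, so that a single cell moves the share of its library by whole percentage points. A share of 0 over all cells of a genotype allows up to 0.87% (wild-type), 0.836% (IT325) or 0.987% (fr105). Intervals and floors cover counting error only.

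A list of alternatives, with 49 entries of 1 result and 1 changed choice each, was fixed before the data were examined: other minima of transcripts per cell, another number of components and another resolution, cells thinned to 1500 transcripts, classes assigned to single cells without clusters, edgeR on cell counts, permutation within P1 and P2, DESeq2 1.42.0 size factors and its Wald test, no filter on low counts, UMI counts in place of transcripts, P1 or P2 as a covariate, P1 or P2 libraries alone, the replicate number as a block, haemoglobin genes left out, and each library left out in turn. Added after the data had been seen were the most abundant gene left out, the looser naming rule, names given without regard to the leading genes, the kidney tubule-like and mitochondrial clusters left out, IT325 P1 libraries against wild-type, thinned sums of the neutrophil-like class, and that class without its cycling cluster. The most abundant gene (ENSDARG00000080337, with no symbol in the name table) took 24.4% ± 2.45 (SD, n = 24) of transcripts in cells. Among alternatives, those that changed a call on a class or a named gene, or that moved a result most, are given with the results or in the closing section, which also gives changes of direction and counts the others. Figures were drawn with matplotlib 3.10.9.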

Results

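Zebrafish *ikzf1* (ENSDARG00000013539) encodes Ikaros, a zinc-finger transcription factor of blood cells. The line IT325 carries a nonsense mutation that removes the C-terminal zinc fingers through which Ikaros proteins pair and leaves the DNA-binding fingers. The line fr105 carries a deletion after which the product ends early and lacks all but 1 of the DNA-binding fingers as well as the C-terminal ones. WKM cells of adult wild-type fish and of both mutants were sequenced as single cells, in 8 libraries per genotype with 96 barcodes each, to ask how the cell types of the marrow and their transcripts differ between genotypes. The used barcodes of a library held 258518 ± 71889 transcripts in wild-type, 408435 ± 83916 in IT325 and 263561 ± 80038 in fr105 (mean ± SD, n = 8), with a range of 103585 to 545086. Of the 768 barcodes used per genotype, 345 wild-type, 359 IT325 and 304 fr105 barcodes reached 1500 transcripts and were taken as cells, between 22 and 56 per library. The cell numbers that the study gives for this filter are smaller for each genotype. The median number of transcripts per cell was 3724 ± 468 in wild-type, 6344 ± 1095 in IT325 and 5178 ± 905 in fr105 libraries (SD, n = 8). All wild-type medians (3160 to 4502) lay below all IT325 medians (5364 to 8753), so that cells of IT325 were sampled more deeply. No pair of libraries of a genotype looked like a single library deposited again (chi-square per degree of freedom at least 2.52 over 84 pairs), which does not show that they come from separate fish.

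Each genotype was divided by its labels into the sets P1 and P2 with 4 libraries each, and the libraries also differed in their background. The 96 barcodes that a library did not use held 1.65% ± 1.31 (SD, n = 24) of its transcripts. Over those barcodes, the number of transcripts followed that of other libraries, in which the same barcodes were in use, within 3 sets of libraries. The sets were all wild-type libraries with the IT325 P1 libraries, the IT325 P2 libraries, and all fr105 libraries. The mean Spearman rho over barcodes, which are not independent replicates, was 0.55 within and 0.06 between sets. For IT325 these sets do not follow the study's description of sequencing, in which the libraries of a genotype share a lane. IT325 was compared with wild-type inside 1 such set, with 4 against 8 libraries. The fr105 libraries share a set with no other genotype, so that in their case this background and the genotype cannot be told apart.

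**Figure D1:**
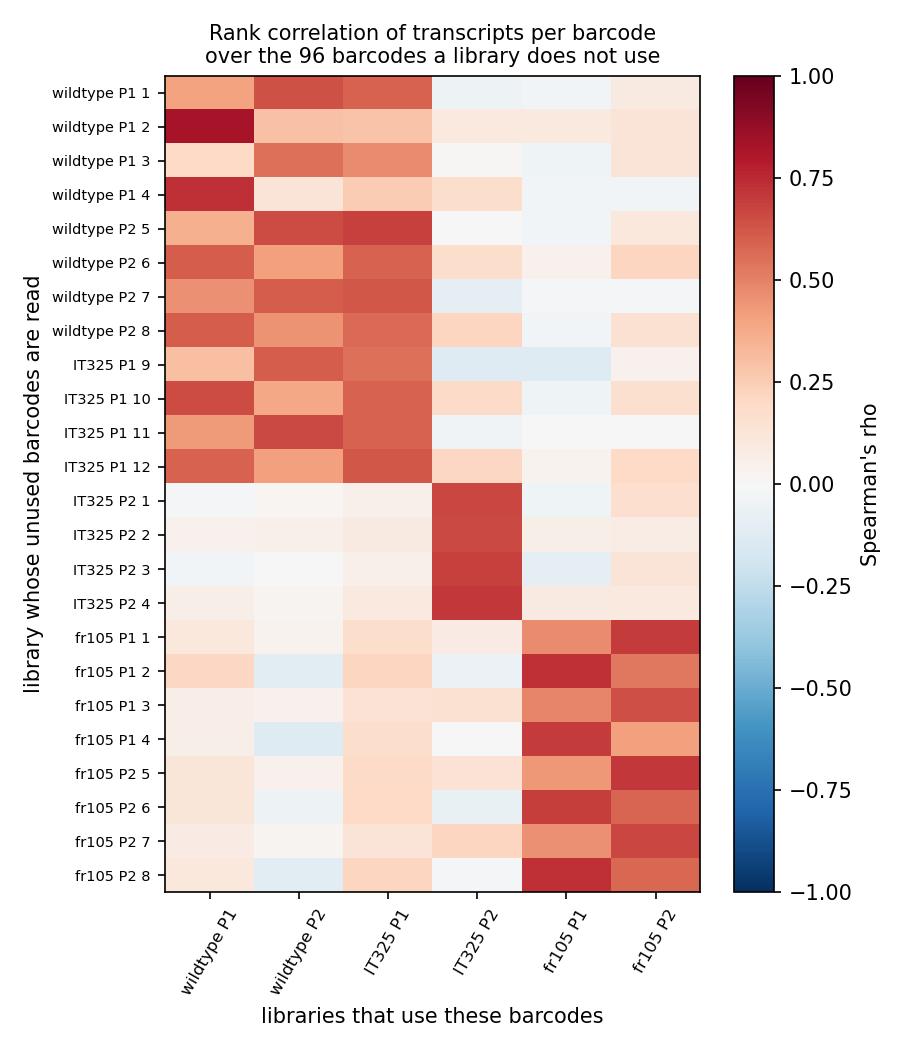
Spearman's rho between the transcripts per barcode of a library (vertical axis), over the 96 barcodes it does not use, and those of the libraries that use these barcodes (horizontal axis, summed by genotype and set). High values form 3 groups of libraries, with a mean rho of 0.55 inside and 0.06 outside them.

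The targeted gene was read first. Transcripts of *ikzf1* reached 63.9 ± 21.5 per 1000000 in wild-type, 203 ± 54.6 in IT325 and 143 ± 19.8 in fr105 libraries (SD, n = 8), from 110, 531 and 253 transcripts in total. No mutant library overlapped the wild-type libraries (29.8 to 98.3 against 122 to 266 in IT325 and 118 to 182 in fr105). The log2 fold change was 1.66 (SE 0.20, edgeR adjusted p 1.9e-07) in IT325 and 1.14 (SE 0.21, adjusted p 0.00015) in fr105. Counting near the 3′ end does not tell whether a transcript carries the altered sequence. The alternative that moved these values most was P1 libraries alone, in which the fr105 difference was 0.91 and no longer past the threshold (adjusted p 0.059, range over the alternatives 1.7e-05 to 0.059). Between the mutants, fr105 was lower by a log2 fold change of -0.52 (SE 0.18, edgeR adjusted p 0.032), with overlapping libraries. This last difference was not robust: it lost the threshold without IT325 replicate 1, 2, 3 or 9 and without fr105 replicate 1, 3 or 5 (log2 fold changes of -0.51 to -0.46), without the filter on low counts (-0.53), in thinned cells (-0.34), and in P1 (-0.43) and P2 (-0.59) alone.

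**Figure D2:**
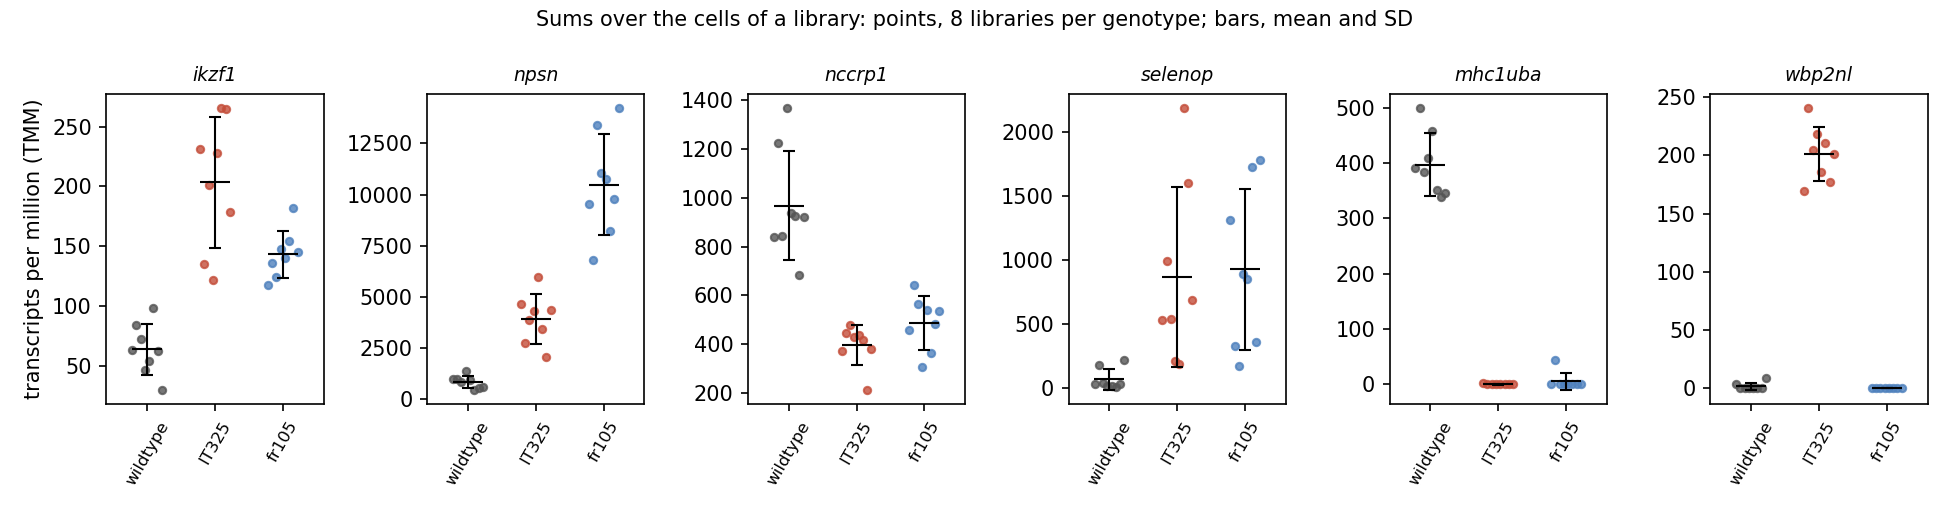
Transcripts per 1000000 (vertical axes, TMM-scaled) of *ikzf1*, *npsn*, *nccrp1*, *selenop*, *mhc1uba* and *wbp2nl* in the summed cells of each library, with 1 point per library, 8 libraries per genotype, and bars for mean and SD. The *ikzf1* points of both mutants lie above all wild-type points (at most 98.3), and those of *nccrp1* lie below them.

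The 1008 cells formed 17 clusters, of which 13 were named as neutrophil-like, erythroid-like, progenitor-like, macrophage-like, B cell-like, T cell-like or kidney tubule-like. The first question was whether the marrow of IT325 mutants holds the same cell types in the same shares as that of wild-type fish. B cell-like cells made up 9.69% ± 5.23 of wild-type and 0.582% ± 1.08 of IT325 cells per library (SD, n = 8; 36 and 2 cells). The difference of -9.11 percentage points had an exact permutation p of 0.00016, the smallest the test can give, and an adjusted p of 0.00041, and every IT325 library lay below every wild-type library. Its largest change under an alternative was that to P2 libraries alone (-12.6 points) and P1 libraries alone (-5.58), where 4 libraries against 4 cannot give an exact p below 0.029 and no adjusted p reached 0.05. T cell-like cells made up 6.11% ± 4.69 of wild-type cells (23 cells in 6 of 8 libraries) and 0 of 359 IT325 cells, which allows up to 0.836%. That difference had an exact permutation p of 0.007 and an adjusted p of 0.015 and was the least stable. It fell below the threshold for cells with at least 3000 transcripts (-2.04 points), with classes assigned without clusters (-1.92) and without the most abundant gene (-2.19). For IT325 P1 libraries against wild-type it was not past the threshold either (adjusted p 0.085; range over the alternatives 0.00069 to 0.69). The difference there was unchanged (-6.11) and fewer libraries were compared, so this says nothing about stability. The largest change came from the naming of cluster 15, with 19 IT325 and 2 wild-type cells. It carried 7 of 14 T cell and 4 innate lymphocyte markers and remained outside the class only because 1 innate lymphocyte marker and 0 T cell markers were among its 10 leading genes. Named without regard to its leading genes, it joined the T cell-like class, and the difference was -1.33 points (adjusted p 0.69).

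Erythroid-like cells were more frequent in IT325 (17.3% ± 3.4 against 7.28% ± 4.51; SD, n = 8), a difference of 9.97 points, as were kidney tubule-like cells (8.1% ± 3.7 against 0.266% ± 0.752), a difference of 7.84 points. Neutrophil-like cells were less frequent (36.7% ± 5.19 against 58.8% ± 8.6; a difference of -22.1 points). Each of these had an exact permutation p of 0.00016 (adjusted 0.00041) with no overlap between the libraries. In P1 and P2 alone the differences were 11.7 and 8.25 points (erythroid-like), 6.24 and 9.44 (kidney tubule-like), and -29.1 and -15.1 (neutrophil-like). Within the background set shared with wild-type, the IT325 P1 libraries differed by -9.69 (B cell-like), 8.92 (erythroid-like), 6.5 (kidney tubule-like) and -22.7 points (neutrophil-like), all past the threshold. The kidney tubule-like difference was 2.03 points and past the threshold no more when classes were assigned without clusters, and the neutrophil-like difference was -10.8 points and not past it for cells with at least 3000 transcripts. Macrophage-like cells (4.24% ± 3.98 against 5.93% ± 3.83, a difference of -1.69, exact permutation p 0.4, adjusted 0.52) and progenitor-like cells (8.04% ± 5.6 against 6.43% ± 3.41, a difference of 1.61, p 0.5, adjusted 0.62) did not differ beyond the spread between libraries (SD, n = 8). Both depended on the processing: the macrophage-like difference passed the threshold for cells with at least 3000 transcripts (-9.1 points) and without the most abundant gene (-5.75), and the progenitor-like difference did so for cells thinned before clustering (7.85).

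**Figure D3:**
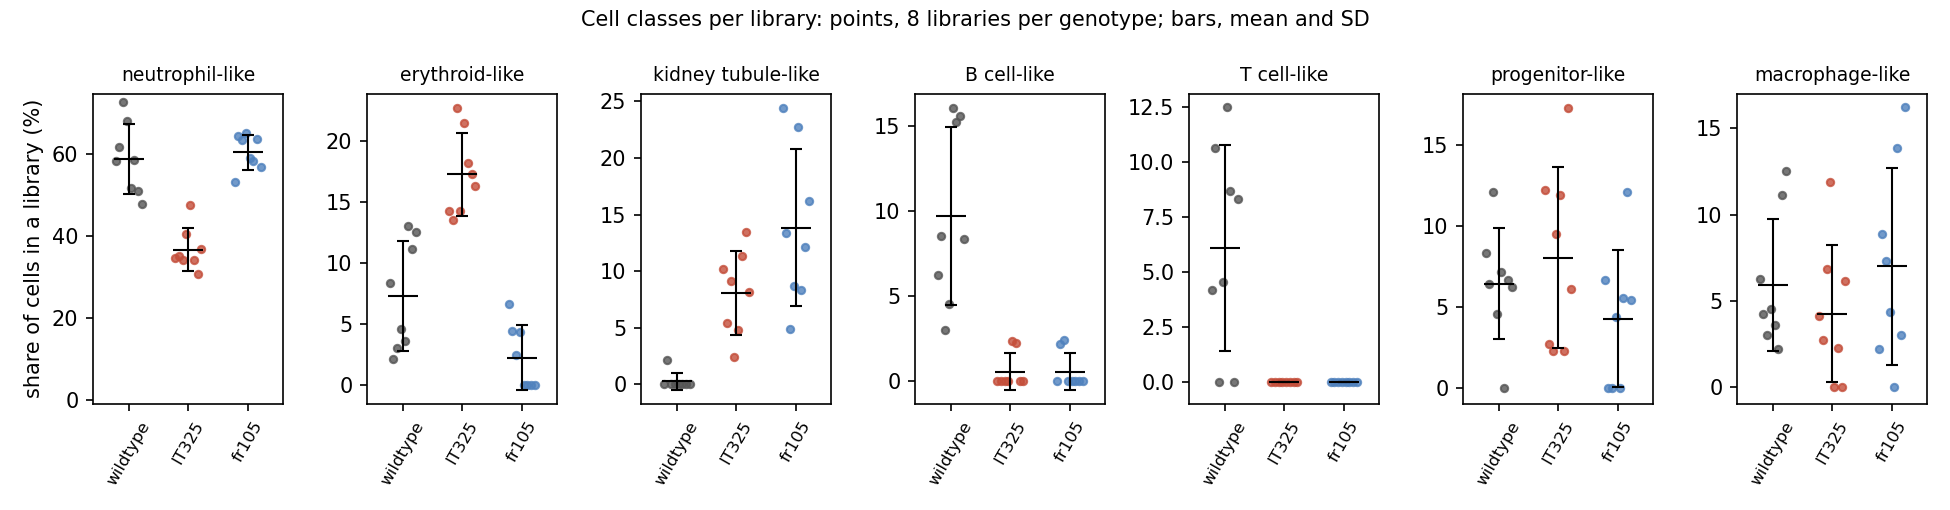
Share of the cells of a library (vertical axes, %) in each named class, with 1 point per library, 8 libraries per genotype, and bars for mean and SD. Wild-type libraries hold 9.69% B cell-like and 6.11% T cell-like cells on average, against 0.582% and 0 in IT325 and 0.583% and 0 in fr105.

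The same comparison for fr105 asked whether the allele that also disrupts the DNA-binding domain gives the same shares. B cell-like cells made up 0.583% ± 1.08 of fr105 cells (2 cells; a difference of -9.11 points from wild-type), and kidney tubule-like cells 13.8% ± 6.94 (44 cells; a difference of 13.6 points), each with an exact permutation p of 0.00016 (adjusted 0.00041) and no overlap (SD, n = 8). T cell-like cells were 0 of 304, which allows up to 0.987% (-6.11 points, exact permutation p 0.007, adjusted 0.015). This call was lost for cells with at least 3000 transcripts (-3.91 points) and with classes assigned without clusters (-1.92). Erythroid-like cells made up 2.24% ± 2.65 (a difference of -5.05 points, exact permutation p 0.019, adjusted 0.037; n = 8), below the wild-type mean in 8 of 8 libraries. The erythroid-like difference rested on single libraries and on the P2 set: it lost the threshold without wild-type replicate 1 (-4.9), 6 (-4.22), 7 (-4.5) or 8 (-4.3) and without fr105 replicate 5, 6, 7 or 8 (-4.73 each), and it was -0.0347 points in P1 against -10.1 in P2. Neutrophil-like (60.5% ± 4.28, a difference of 1.72 points, exact permutation p 0.62, adjusted 0.72), macrophage-like (6.99% ± 5.74, a difference of 1.06, p 0.67, adjusted 0.74) and progenitor-like cells (4.26% ± 4.23, a difference of -2.17, p 0.27, adjusted 0.39) did not differ from wild-type beyond the spread between libraries (SD, n = 8). The neutrophil-like share was 16.4 points higher in fr105, past the threshold, once the kidney tubule-like and mitochondrial clusters were left out of the cells.

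Compared with each other, the mutants differed in their erythroid-like cells (-15 points in fr105) and neutrophil-like cells (23.8 points), each with an exact permutation p of 0.00016 (adjusted 0.00041) and no overlap (n = 8). In P1 and P2 alone these differences were -11.7 and -18.3 points and 25.5 and 22.2 points. B cell-like cells (0.000946 points) and T cell-like cells (0 in both) did not differ, each with an exact permutation p of 1. The T cell-like share was lower in fr105 than in IT325, past the threshold, for cells with at least 3000 transcripts (-1.87 points, adjusted p 0.049), without the most abundant gene (-3.34, adjusted p 0.041) and with cluster 15 in the class (-4.99, adjusted p 0.0062; range over the alternatives 0.0062 to 1). The share of kidney tubule-like cells was 5.74 points higher in fr105 (exact permutation p 0.06, adjusted 0.1), and it passed the threshold without fr105 replicate 3 (7.02 points), with edgeR on cell counts and without clusters (6.55). Macrophage-like (2.75 points, exact permutation p 0.28, adjusted 0.39) and progenitor-like cells (-3.78, p 0.15, adjusted 0.24) did not differ. The first passed the threshold for cells with at least 3000 transcripts (6.67) and without the most abundant gene (6.94), the second at resolution 2 (-5.0) and for cells thinned before clustering (-5.88).

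The 4 clusters that received no name held 5.49% ± 2.29 of wild-type, 25.1% ± 8.14 of IT325 and 11.6% ± 5.43 of fr105 cells (SD, n = 8). The requirement of 50% of a list, which was set after the clusters had been seen, keeps cluster 16 out of a class and the rule on leading genes keeps cluster 15 out, so the mean shares of all 4 are given in the order wild-type, IT325 and fr105. Cluster 5, led by mitochondrial genes, held 3.02%, 5.95% and 7.37%. Cluster 6, with as many T cell as progenitor markers (5 each), held 1.99%, 9.19% and 3.91%, and cluster 15 held 0.484%, 5.27% and 0.278%. Cluster 16 held 0 of 345 wild-type cells (up to 0.87%), 4.66% and 0 of 304 fr105 cells (up to 0.987%). With cluster 16 counted as erythroid-like under the looser rule, the erythroid-like difference between IT325 and wild-type was 14.6 points in place of 9.97.

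Gene expression was compared first in the sums over all cells of a library, which mix changes in cell types with changes within them. Of 3296 genes tested with edgeR, 719 passed the threshold between IT325 and wild-type (380 higher and 339 lower in IT325), 789 between fr105 and wild-type (382 higher, 407 lower) and 947 between fr105 and IT325 (504 higher, 443 lower in fr105). For 162, 141 and 161 of these, every library of 1 genotype lay above every library of the other, where chance gives 0.016% of genes. In cells thinned to 1500 transcripts, where 829 genes could be tested, 220, 241 and 270 genes passed the threshold, the largest change as a ratio for IT325 against wild-type. In P1 libraries alone the counts were 408, 231 and 208, the largest such changes for the other comparisons, and in P2 alone they were 352, 730 and 663. Without a filter on low counts they were 1538, 1549 and 1580 of 23644 genes. Within the background set that IT325 P1 shares with wild-type, 502 genes passed the threshold, among them 393 of the 719. Of the genes that passed against wild-type in both mutants, 288 of 306 moved in the same direction, 184 of them higher and 104 lower. Simulated unchanged groups against the same controls gave at most 1 such gene, but they have almost no calls, so that this does not measure how far shared controls align the calls. The correlation across genes of the fold changes in the mutants was 0.560 against 0.512 ± 0.023 (SD over 20 simulations) for unchanged groups against the same controls, and the fold changes had the same sign for 62.9% of genes against 67.8% in the simulations.

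The genes with the largest changes included *jac7* (ENSDARG00000039100), with 1080 transcripts in IT325 and 1 in wild-type (730-fold higher, 95% counting interval 131 to 28850), *lad1* (ENSDARG00000022698; log2 fold change 6.65, SE 0.54, edgeR adjusted p 1.1e-10) and *wbp2nl* (ENSDARG00000044852; 113-fold higher, interval 38.4 to 549). The gene *mhc1uba* (ENSDARG00000075963), of the class I major histocompatibility complex, had 679 transcripts in wild-type and 1 in IT325 (1005-fold higher in wild-type, interval 180 to 39749), *rps11l* (ENSDARG00000093606) fell by 4.89 (SE 0.36, adjusted p 1.9e-11) and *si:dkey-238c7.13* (ENSDARG00000092191) by a log2 fold change of -4.41 (SE 0.40, adjusted p 9e-10). In fr105 against wild-type, *tfr1b* (ENSDARG00000077372; 200-fold, interval 35.5 to 7945), *si:ch211-105c13.3* (ENSDARG00000089441; log2 fold change 5.78, SE 0.39, adjusted p 5.2e-12; 6.56 without wild-type replicate 5) and ENSDARG00000034373 (66.1-fold, interval 22.3 to 323) were higher. Lower were *rps11l* (109-fold, interval 29.8 to 907), *mhc1uba* (log2 fold change -5.91, SE 0.44, adjusted p 3.2e-11), whose 11 transcripts in fr105 came from fr105 replicate 2 alone, and *maptb* (ENSDARG00000087616; -3.53, SE 0.41, adjusted p 2.4e-07; -4.35 without fr105 replicate 2). Between fr105 and IT325, *si:ch211-229i14.2* (ENSDARG00000086048; 4.41, SE 0.22, adjusted p 5.2e-15), ENSDARG00000075080 (4.0, SE 0.27, adjusted p 3e-12) and *si:dkey-238c7.13* (3.94, SE 0.39, adjusted p 9.4e-09) were higher in fr105. *wbp2nl* was at least 118-fold, *lad1* 225-fold (interval 76.9 to 1095) and *jac7* by a log2 fold change of -6.77 (SE 0.60, adjusted p 9e-10) lower. Folds with a counting interval rest on 1 to 3 transcripts in the lower genotype, so that single libraries decide them: those of *jac7* and *tfr1b* rest on wild-type replicate 7 and that of *mhc1uba* in IT325 on IT325 replicate 9. The fitted log2 fold change of *wbp2nl* in IT325 against wild-type rose from 6.49 to 7.42 without wild-type replicate 8, and that of *lad1* between the mutants went from -7.54 to -8.45 without fr105 replicate 6. The values of *mhc1uba* and *rps11l* are uncertain as to gene, since each belongs to a family of close copies. In IT325, the *jac7* and *lad1* transcripts were led by cluster 16.

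The list of lineage genes, which the study drew from the same libraries and which is therefore no independent evidence, had 28 members, of which 27 were matched and 23 tested. Over all genes tested, 15, 13 and 11 of them passed the threshold for IT325 against wild-type, fr105 against wild-type and fr105 against IT325. When adjusted over the list alone, 16, 14 and 13 passed. Levels below are transcripts per 1000000 (n = 8 per genotype), changes are log2 fold changes of the library sums, and adjusted p is that of edgeR. Among erythroid genes, *alas2* (ENSDARG00000038643) reached 278 ± 182 in wild-type, 839 ± 292 in IT325 and 112 ± 122 in fr105 (SD). Its change was 1.56 in IT325 (SE 0.52, adjusted p 0.029; not past the threshold without wild-type replicate 2 or 3 or IT325 replicate 3, with 1.38 to 1.44, by the DESeq2 Wald test, with 1.61, for cells with at least 3000 transcripts, with 1.44, and for IT325 P1 libraries, with 1.2), -1.39 in fr105 (SE 0.56, adjusted p 0.069; past it without wild-type replicate 3 or fr105 replicate 1, 2 or 4, with -1.83 to -1.57, and without the filter on low counts, with -1.43) and -2.95 between the mutants (SE 0.56, adjusted p 0.00032). The changes of *gata1a* were 2.0 (adjusted p 0.01), -0.69 (adjusted p 0.53) and -2.69 (adjusted p 0.0014). The first lost the threshold by the DESeq2 Wald test (2.13), in P1 libraries alone (2.14) and for IT325 P1 libraries against wild-type (1.49, adjusted p 0.17; range over the alternatives 1.8e-09 to 0.17). Without fr105 replicate 1 the last was -4.15 and that of fr105 against wild-type -2.15, the latter still not past the threshold, and without wild-type replicate 6 the latter was -0.22. The changes of *hbaa1*, *hbba1* and *tal1* passed the threshold between the mutants (-2.27 and -2.30, adjusted p 0.025 each, and -1.98, adjusted p 0.0039) and not against wild-type, although those of *hbaa1* and *hbba1* were lost for cells with at least 3000 transcripts (-2.12 and -2.13). Against wild-type the 3 genes depended on the processing. Without the filter on low counts IT325 was higher in *hbaa1* (0.78), *hbba1* (1.13) and *tal1* (1.19) and fr105 lower in *hbaa1* (-1.57) and *hbba1* (-1.27), past the threshold. So were *hbba1* for IT325 in P1 libraries alone (1.69) and *hbaa1* for fr105 in thinned cells (-1.50). The change of *tal1* in IT325 was 1.2 (adjusted p 0.065), and it passed with P1 or P2 as a covariate (1.24) and without wild-type replicate 6 or 8 or IT325 replicate 4, 10 or 12 (1.32 to 1.41). In P1 libraries alone, none of these between-mutant changes except that of *alas2* exceeded 1.30 in size, and *alas2* changed by -1.61; all 5 were then not past the threshold. In P2 libraries alone, the changes of *alas2*, *hbaa1*, *hbba1*, *gata1a* and *tal1* in fr105 against wild-type were -5.27, -6.94, -6.80, -4.60 and -2.25, all past the threshold.

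Of the myeloid genes, *npsn* (ENSDARG00000010423) rose from 839 ± 305 in wild-type to 3916 ± 1217 in IT325 (2.23, SE 0.22, edgeR adjusted p 4.6e-09) and 10485 ± 2483 in fr105 (3.65, SE 0.23, adjusted p 2.3e-12; SD, n = 8), with no overlap between any genotypes. *mpx* (1.21 and 1.15), *cpa5* (0.74 and 1.15), *ctsk* (2.99 and 3.53), *kita* (1.79 and 1.58) and *mmp9* (3.49 and 1.48) were higher in IT325 and fr105, each past the threshold, although the last value was lost without wild-type replicate 1, 2 or 5 or fr105 replicate 1, 2 or 4 (1.29 to 1.44), for cells with at least 3000 transcripts (1.40) and in P2 libraries alone (0.28). In P1 alone the calls on *cpa5* in IT325 (0.44) and *kita* in fr105 (0.81) were lost. *mmp9* was lower in fr105 than in IT325 (-2.01, adjusted p 0.0006; -1.52 in P1 alone, not past the threshold). *lyz* was higher in fr105 than in wild-type (0.84, adjusted p 0.015) and IT325 (0.72, adjusted p 0.032), the second not without IT325 replicate 2, 3 or 10 or fr105 replicate 3 or 8 (0.61 to 0.67). In P1 alone neither passed (0.34 and 0.61), and in P2 alone the second did not (0.82). *grn1* was higher in IT325 than in wild-type (2.04, adjusted p 0.045), but not past the threshold without any of 12 libraries (wild-type replicates 1 to 7 and IT325 replicates 2, 9, 10, 11 and 12; 1.75 to 2.15), nor for cells with at least 3000 transcripts (1.90), without the most abundant gene (2.02), in P2 alone (1.25) and for IT325 P1 libraries (2.42). It was lower in fr105 than in IT325 (-2.40, adjusted p 0.016), though not past the threshold in P2 alone (-1.15). The difference in *ctsk* between the mutants (0.54, adjusted p 0.043) likewise fell short without any of 12 libraries (IT325 replicates 1, 3, 4, 9, 10 and 12 and fr105 replicates 1, 2, 4, 5, 6 and 7; 0.47 to 0.56), with DESeq2 size factors and its Wald test (0.51 each), for cells with at least 3000 transcripts (0.47), without the filter on low counts (0.53), and in P1 (0.48) and P2 alone (0.59).

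The gene *nccrp1* (ENSDARG00000035326), which the study used as a marker of innate lymphocytes, fell from 968 ± 222 in wild-type to 398 ± 81.7 in IT325 (-1.28, SE 0.17, edgeR adjusted p 1.5e-06) and 487 ± 109 in fr105 (-0.98, SE 0.17, adjusted p 0.0001; SD, n = 8), with no overlap. In wild-type, 84.7% of its transcripts lay in neutrophil-like cells. *ccr9a* (-2.25, adjusted p 0.0018, and -1.50, adjusted p 0.029) and *ighv1-4* (-1.78, adjusted p 0.0018, and -1.10, adjusted p 0.047) were lower in IT325 and fr105. The IT325 value of *ccr9a* was not past the threshold for IT325 P1 libraries (-1.84), and that of *ighv1-4* not in P1 alone (-1.46). The fr105 value of *ccr9a* was not past it without wild-type replicate 5 or fr105 replicate 1, 2 or 5 (-1.40 to -1.31), by the DESeq2 Wald test (-1.50), for cells with at least 3000 transcripts (-1.32) and in P2 alone (-1.17), nor was that of *ighv1-4* without any of 12 libraries (wild-type replicates 2, 3, 4, 6 and 7 and fr105 replicates 1, 2, 4, 5, 6, 7 and 8; -1.13 to -1.0) and in P1 (-0.80) and P2 alone (-1.43). Between the mutants *ccr9a* passed the threshold in P2 alone (2.02). *selenop* (3.69, adjusted p 5.6e-05, and 3.79, adjusted p 5.5e-05) and *ndrg1a* (1.82, adjusted p 0.018, and 2.45, adjusted p 0.0017) were higher in both mutants, and over all genotypes 81.1% and 73.7% of their transcripts lay in kidney tubule-like cells (81.7% and 68.8% in IT325, 84.2% and 89.6% in fr105). In wild-type, 63.5% of *ndrg1a* transcripts lay in neutrophil-like cells and 32.5% of *selenop* transcripts in cluster 5. Whether cluster 5 holds kidney tubule cells there was not tested. Without wild-type replicate 8 the values of *selenop* were 4.29 and 4.39. The IT325 value of *ndrg1a* was not past the threshold without IT325 replicate 3 (1.37), for cells with at least 3000 transcripts (1.72), without the most abundant gene (1.76), in P1 alone (0.65) and for IT325 P1 libraries (0.92), and its fr105 value not in P1 alone (1.68). Between the mutants *ndrg1a* passed it without the filter on low counts (0.64). No comparison of *myb*, *cd74a*, *cd74b* and *cd40* passed the threshold over all genes. Between fr105 and IT325, however, *myb* passed it without IT325 replicate 10 (-0.64) or fr105 replicate 3 (-0.63), and *cd74a* without IT325 replicate 11 (1.66) or fr105 replicate 4 or 5 (1.37 each). *cd40* did so without fr105 replicate 1 (-0.71) or 4 (-0.70) and for cells with at least 3000 transcripts (-0.69). Without the filter on low counts *cd74a* (1.21) and *cd74b* (0.56) passed in that comparison and *cd74a* in fr105 against wild-type (0.72). The genes *gata2a*, *gata1b*, *marco* and *igl3v5* had too few transcripts to be tested.

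To reduce the part played by changes in the mix of classes, the neutrophil-like cells of each library were summed. Of 1989 genes tested with edgeR, 692 passed the threshold between IT325 and wild-type (361 higher, 331 lower in IT325), 373 between fr105 and wild-type (197 higher, 176 lower) and 576 between fr105 and IT325 (312 higher, 264 lower in fr105). Libraries did not overlap for 148, 83 and 99 of these genes, where chance gives 0.016%. Thinning the cells to 1500 transcripts moved these counts most, to 134, 91 and 75 of 415 testable genes. In P1 libraries alone 402, 170 and 174 genes passed the threshold, and in P2 alone 303, 210 and 279. Within the background set that IT325 P1 shares with wild-type, 509 genes did, among them 433 of the 690 tested there. Against wild-type, 228 genes passed in both mutants, 210 of them in the same direction (135 higher, 75 lower). Simulated unchanged groups gave 0, with the same limit. The correlation across genes was 0.589 against 0.518 ± 0.027 (SD, 20 simulations), and 66.0% of genes had the same sign against 67.5%. Clusters 1 and 2 of this class held almost only IT325 and fr105 cells, respectively (108 of 111 and 96 of 106), and clusters of the class are not compared.

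Within the neutrophil-like class, *si:dkey-88j15.4* (ENSDARG00000079471), *tmem176l.4* (ENSDARG00000074390) and *wbp2nl* stood out in IT325 against wild-type, at least 46.7-fold, at least 43-fold and 286-fold higher (interval 51.1 to 11342; the last from 1 wild-type transcript, in replicate 1). *mhc1uba* was at least 144-fold lower, and ENSDARG00000075080 (-4.92, SE 0.35, edgeR adjusted p 2.7e-13) and *si:ch211-229i14.2* (-4.69, SE 0.32, adjusted p 2.3e-13) were lower on the log2 scale. In fr105 against wild-type, *P3H3* (ENSDARG00000057879) was at least 34-fold, *tfr1b* 149-fold (interval 26.4 to 5908) and *si:ch211-105c13.3* 75.7-fold higher (interval 25.7 to 369), whereas *mhc1uba* (-5.42, SE 0.46, adjusted p 7.3e-10; all transcripts in fr105 from replicate 2), *calm1b* (ENSDARG00000034187; -3.91, SE 0.45, adjusted p 2.6e-08) and *CA6* (ENSDARG00000056499; -3.89, SE 0.44, adjusted p 2.4e-08; -4.78 without fr105 replicate 2) were lower. Between fr105 and IT325, *si:dkey-238c7.13* (5.70, SE 0.46, adjusted p 5e-12), ENSDARG00000075080 (4.87, SE 0.34, adjusted p 3.6e-13) and *si:ch211-229i14.2* (4.85, SE 0.32, adjusted p 1e-13) were higher in fr105. *wbp2nl* was at least 121-fold, *si:dkey-88j15.4* at least 59-fold and ENSDARG00000009890 114-fold (interval 31.3 to 948) lower there.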

Values the study reported

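The study sequenced 8 libraries of 96 cells for each genotype and discarded cells with fewer than 1500 transcripts. It based its joint clustering on 341 wild-type, 331 IT325 and 262 fr105 cells. The comparison of wild-type with IT325 marrow gave 13 clusters. Among these, the study described mature T cells of both genotypes, immature T cells that were mostly mutant, B cells that were mostly wild-type, innate lymphocytes with high *nccrp1* that were wild-type only, and an erythroid lineage made up mainly of mutant cells. In its comparison with fr105, the T and B cells came from wild-type fish, and erythroid cells were mostly wild-type.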

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

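The tests of other splits of the libraries, of depth per cell, of the most abundant gene and of the cycling cluster were set before their results were seen, as was the test of the unused barcodes against libraries of the same genotype. The fits of P1 and P2 libraries alone were planned, and all other tests of explanations in this part, the comparison of their directions included, were chosen only after the result was seen. The comparisons between genotypes that are repeated here from the results above are not among these. Of 171 groups of 8 libraries that were examined, 18 held a library far from the other 7, where chance gives about 1 in 20 groups, that is 8.6. Many of these groups are measures of the same libraries and are not independent.

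A signal appeared at the 96 barcodes that a library does not use, with 1.65% of transcripts on average over 24 libraries. No biological explanation was tested for it. A candidate explanation is reads of other libraries. In 20 of 24 libraries the transcripts per barcode ranked more like those of libraries of the same genotype that use these barcodes than like those of the other genotypes (mean rho over barcodes of 0.672 against 0.271), and the 4 exceptions were the IT325 P1 libraries. When sets of libraries were formed from the odd barcodes alone, the highest rho over the even barcodes lay within the set for 24 of 24 libraries, with a mean of 0.54 within and 0.05 between sets. Both results are in line with reads that crossed between libraries handled together, but the study's methods place the libraries of a genotype in a lane, which the sets of IT325 do not follow. What the sets stand for stays open.

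Among wild-type libraries, P1 4 stood apart with 7.09% of its transcripts at unused barcodes (0.92% to 3.59% in the others), and among fr105 libraries P1 4 did so with 2.56% (0.868% to 1.64%). Each also had the fewest transcripts at its used barcodes (122155 and 103585). In wild-type P1 4 this cannot be the whole cause, since its 9320 transcripts at unused barcodes exceeded the 3222 to 7791 of the other wild-type libraries. They ranked like the same barcodes of wild-type P1 3 (rho 0.908), so reads of that library are a candidate source. Single libraries were compared only within a genotype. In fr105 P1 4, the 2721 transcripts at unused barcodes were the fewest of the fr105 libraries, and few transcripts at the used barcodes could explain the share. Among fr105 libraries, they also ranked most like the same barcodes of fr105 P1 3 (rho 0.791, against a highest rho of 0.504 to 0.573 for the others). Reads of fr105 P1 3 are thus a candidate source here too. The median of 8753 transcripts per cell in IT325 P2 1, against 5364 to 6884 in the other IT325 libraries, went with the highest total of all libraries (545086), which may explain it. A single kidney tubule-like cell put wild-type P1 2 at 2.13%, against 0 in the other wild-type libraries. No biological explanation was tested for these values.

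Single libraries also stood apart for named genes, given here as log2(transcripts per 1000000 + 1). In 5 cases, 1 transcript in a library stood against 0 in the other 7: *jac7* (2.45) and *tfr1b* (2.45 in the sums, 3.58 in the neutrophil-like class) in wild-type P2 7, *mhc1uba* (1.83) in IT325 P1 9, and *wbp2nl* (3.13) in the neutrophil-like class of wild-type P1 1. Counting error could give a single transcript, and it cannot be told apart here from a rare transcript. In the other 7 cases the remaining libraries were above 0. These were *tal1* at 0 in wild-type P1 3, *nccrp1* at 7.75 in IT325 P2 3, *rps11l* at 5.52 in wild-type P1 2, *si:ch211-229i14.2* at 7.44 in the sums and 7.67 in the neutrophil-like class of fr105 P1 2, ENSDARG00000075080 at 8.76 in wild-type P1 4, and ENSDARG00000009890 at 0 in the neutrophil-like class of wild-type P1 4. Counting error alone gave a two-sided exact Poisson p under 0.05 in 6 of 7 cases, all but ENSDARG00000009890 (p 0.73). Such a test sets single libraries against counting noise and leaves fish, preparation and the cells sampled open. No biological explanation was tested.

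The gene *mhc1uba* had 11 transcripts in fr105 P1 2 (5.5 in the sums and 5.86 in the neutrophil-like class on the scale above), found in 9 of its 45 cells, and none in 259 cells of the other 7 fr105 libraries, which allows up to 1.16% of cells with a transcript of it. This is no limit on cells that express it, since only 64.6% of wild-type neutrophil-like cells had such a transcript. Reads or cells from a wild-type library are a possible explanation. Of 34 other genes at least 4-fold lower in fr105, 14 were highest in fr105 P1 2, where 4.25 would be so by chance, but fr105 P1 1 was highest for 9, and *rps11l* had 0 transcripts in fr105 P1 2. Within the neutrophil-like class the numbers were 8 of 21, with 2.62 by chance, and fr105 P1 1 was highest for 1, so that what speaks against this explanation in the sums is not seen there. A fish that carries the gene is another, and the 9 cells lay in 6 clusters. The labels name no fish, so these explanations cannot be told apart.

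The mutant lines differed from each other in effects that both were compared for against wild-type. The difference of fr105 from IT325 was -15 points in the erythroid-like and 23.8 points in the neutrophil-like share, by the exact permutation test given above. Dilution by kidney tubule-like and mitochondrial clusters is not a possible explanation of either, since the differences were -17.3 and 34.6 points, past the threshold, once these clusters were left out. Fish, background set, lane and preparation cannot be told apart from genotype in both cases. The fr105 libraries share a background set with no IT325 library. At their unused barcodes the mean rho was 0.04 to 0.18 with the IT325 sets and 0.57 to 0.63 with the fr105 sets. Fish go with genotype, and the study's methods describe lanes by genotype. The methods state parallel processing of wild-type and mutant cells, but the labels name no preparation. The difference between the mutations remains open as a biological explanation and was not tested.

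Between the same libraries, 947 genes differed in the sums and 576 in the neutrophil-like class. Of 100 splits of the 16 libraries, 1 gave as many genes, namely the real one, in the sums (at most 419 in the others) and likewise 1 in the neutrophil-like class (at most 272), so chance is excluded. Within the neutrophil-like class, several technical explanations were weighed. Without the most abundant gene, 82.0% of 562 genes kept their direction and stayed past the threshold. Without the cluster led by cell-cycle genes, 74.4% of 519 did so. These values argue against the abundant gene and the cycling cluster as the whole cause. The other clusters of the class were not left out in this way. Of 162 genes past the threshold in P1 libraries alone, 98.1% went the same way in P2, so the difference was not confined to P1. A difference between P1 and P2 common to all genotypes could not give it, since each genotype has 4 libraries in each set. After thinning to 1500 transcripts, 41.9% of 160 genes kept direction and threshold, so a part played by depth per cell cannot be told apart from a loss of power. The background set remains open as well: the IT325 P1 and P2 libraries, which share no background, differed in 0 genes by edgeR (89 of 2627 at an unadjusted p under 0.05), but such a comparison of 4 with 4 libraries of 1 genotype does not bear on the fr105 set. Fish, plates, lane and preparation go with genotype in this design or are not named by the labels, and cannot be told apart from the mutations.

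Among lineage genes, the mutants differed in *ikzf1* (-0.52), in the erythroid genes *tal1* (-1.98), *gata1a* (-2.69), *alas2* (-2.95), *hbaa1* (-2.27) and *hbba1* (-2.30), and in *npsn* (1.42), *lyz* (0.72), *mmp9* (-2.01), *grn1* (-2.40) and *ctsk* (0.54), as log2 fold changes of the library sums of fr105 against IT325. The share of erythroid-like cells differs in the same direction as the erythroid genes, and how much of these changes it accounts for was not tested. The limits on fish, background set, lane and preparation are the same as for the shares.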

How the results depend on the processing

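The comparison of IT325 P1 libraries with wild-type and the settings without the most abundant gene, with the looser naming rule, with names given without regard to the leading genes, with the kidney tubule-like and mitochondrial clusters left out, without the cycling cluster, and with thinned sums of the neutrophil-like class were chosen only after the data had been seen. Of the class shares under alternatives other than leaving out 1 library, 241 kept their direction and their side of the threshold, 45 lost the threshold, 13 passed it and 14 changed direction. Of the counts of genes, 56 stayed within 1.5 times and 24 did not, and of the values of named genes, 1225 kept direction and call, 60 lost the threshold, 22 passed it and 29 changed direction. The 21 shares kept both with 15 principal components and with the looser rule, as did the 105 named-gene values with UMI counts and for cells with at least 1000 transcripts. Unless stated, the cause of a change was not tested. Values below are genes past the threshold, log2 fold changes of the sums, or percentage points, and comparisons are named by their genotypes. Where an adjusted p is printed, its range over the alternatives stands beside it.

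Without a filter on low counts, 23644 genes were tested in the sums and 21872 in the neutrophil-like class, and 1538 (IT325 against wild-type), 1549 (fr105 against wild-type) and 1580 genes (fr105 against IT325) passed the threshold in the sums, and 1050 and 647 genes in the neutrophil-like class for IT325 and fr105 against wild-type. Of the main calls, 506 of 719, 574 of 789 and 665 of 947 remained in the sums, and 466 of 692 and 246 of 373 in the class. Thinning to 1500 transcripts left 829 and 415 genes to be tested, of which 220, 241 and 270 passed in the sums and 134, 91 and 75 in the neutrophil-like class, in the same order. In P1 libraries alone, with 4 libraries against 4, the counts were 408, 231 and 208 in the sums and 402, 170 and 174 in the neutrophil-like class. In P2 alone they were 352 in the sums for IT325 against wild-type and 303, 210 and 279 in the neutrophil-like class. With 1 library left out, all 96 counts stayed within 1.5 times. The ranges in the sums were 624 to 754, 714 to 851 and 840 to 1017. Of the other values with 1 library left out, 318 shares and 1590 values of named genes kept direction and call, 8 and 62 lost the threshold, 1 and 16 passed it, and 9 and 12 changed direction.

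The numbers given to the libraries do not pair them: the correlation of same-numbered libraries lay between -0.17 and 0.122. With the replicate block all the same, IT325 libraries whose number no other genotype carries cannot enter a comparison, and 401 genes passed in the sums and 335 in the neutrophil-like class for IT325 against wild-type, and 237 in that class for fr105 against IT325. Changes of direction under the block were -0.57 (*hbaa1*), -0.48 (*hbba1*) and -0.02 (*lyz*) for IT325 against wild-type, and 0.23 (*mpx*), 0.20 (*kita*), -0.15 (*ccr9a*), -0.30 (*ndrg1a*) and -0.29 (*selenop*) for fr105 against IT325. Calls lost under the block were those of *gata1a* (2.43), *alas2* (1.40), *grn1* (3.02), *kita* (1.35), *cpa5* (0.48) and *ccr9a* (-1.56) for IT325 against wild-type, *mmp9* (1.56) for fr105 against wild-type, and *hbaa1* (-2.74), *hbba1* (-2.58), *lyz* (0.98) and *ctsk* (0.66) for fr105 against IT325. Gained were *tal1* (2.16) for IT325 against wild-type and *myb* (-0.94) for fr105 against IT325. For the shares, 4 pairs cannot give an exact p below 0.125, so no call on IT325 could be kept: the adjusted p was 0.24 for B cell-like, erythroid-like, kidney tubule-like and neutrophil-like and 0.38 for T cell-like cells against wild-type, and 0.24 for erythroid-like and neutrophil-like cells of fr105 against IT325. With 8 pairs, the adjusted p for fr105 against wild-type was 0.082 for B cell-like and kidney tubule-like, 0.22 for T cell-like and 0.24 for erythroid-like cells. Over the alternatives, the adjusted p for IT325 against wild-type ranged from 3.1e-06 to 0.24 (B cell-like), 0.0004 to 0.24 (erythroid-like), 7.8e-06 to 0.24 (kidney tubule-like), 0.00014 to 0.24 (neutrophil-like) and 0.00069 to 0.69 (T cell-like). For fr105 against wild-type it ranged from 7.8e-06 to 0.082 (B cell-like), 2e-07 to 0.082 (kidney tubule-like), 0.0011 to 0.27 (T cell-like) and 0.009 to 1 (erythroid-like), and for fr105 against IT325 from 3.1e-06 to 0.24 (erythroid-like) and 3.6e-05 to 0.24 (neutrophil-like).

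The call on *ikzf1* between fr105 and IT325 was lost without the filter (-0.53, adjusted p 0.14), in P1 (-0.43, adjusted p 0.31) and P2 alone (-0.59, adjusted p 0.12) and in thinned cells (-0.34, adjusted p 0.28) by edgeR, a range over the alternatives of 0.0094 to 0.31, and lay between -0.59 and -0.46 with 1 library left out. In P1 alone *ikzf1* in fr105 against wild-type was 0.91 (adjusted p 0.059, range 1.7e-05 to 0.059). Other changes of direction in P1 alone were *myb* 0.00, *tal1* 1.22, *gata1a* 0.90, *hbaa1* 0.09 and *hbba1* 0.38 for fr105 against wild-type, *lyz* -0.27, *cd74b* 0.28 and *cd40* -0.13 for IT325 against wild-type, and *cd74b* -0.04 for fr105 against IT325. In P2 alone they were *mpx* 0.10 and *kita* 0.21 for fr105 against IT325 and *grn1* 0.09 for fr105 against wild-type. Thinned cells gave *grn1* 0.11 for fr105 against wild-type. For IT325 against wild-type, *cd74b* was 0.11 in thinned cells, 0.03 in cells with at least 3000 transcripts, 0.00 with DESeq2 size factors, 0.03 with the DESeq2 Wald test and 0.32 for IT325 P1 libraries, and *lyz* was -0.01 in cells with at least 3000 transcripts. For fr105 against IT325, *selenop* was -0.27 in those cells and -0.27 without the most abundant gene. With 1 library left out, the values ranged from -0.15 to 0.01 (*mpx*, fr105 against IT325), -0.02 to 0.26 (*lyz*, IT325 against wild-type), -0.94 to 0.13 (*grn1*, fr105 against wild-type), -0.22 to 0.18 (*cd74b*, IT325 against wild-type) and -0.1 to 0.45 (*selenop*, fr105 against IT325). Except for *ikzf1*, none of the genes in this paragraph was past the threshold in the comparison for which it is given here.

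In P1 and P2 alone, 4 libraries against 4 cannot give an exact p below 0.029, so a lost call there says nothing about stability. The differences for IT325 against wild-type in P1 and P2 were -5.58 and -12.6 (B cell-like), -4.84 and -7.38 (T cell-like), 11.7 and 8.25 (erythroid-like), 6.24 and 9.44 (kidney tubule-like) and -29.1 and -15.1 (neutrophil-like). For fr105 against wild-type they were -4.42 and -13.8 (B cell-like), -4.84 and -7.38 (T cell-like), -0.0347 and -10.1 (erythroid-like) and 12.3 and 14.8 (kidney tubule-like). For fr105 against IT325 they were -11.7 and -18.3 (erythroid-like) and 25.5 and 22.2 (neutrophil-like). Directions changed in P1 for macrophage-like (1.86) and progenitor-like cells (-1.16) of IT325 and neutrophil-like cells of fr105 (-3.63) against wild-type and macrophage-like cells of fr105 against IT325 (-0.683), and in P2 for progenitor-like cells of fr105 against wild-type (0.756) and B cell-like cells of fr105 against IT325 (-1.16).

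For cells with at least 3000 transcripts, IT325 against wild-type lost the T cell-like (-2.04) and neutrophil-like call (-10.8) and gained the macrophage-like one (-9.1). There fr105 against wild-type lost the T cell-like call (-3.91) and changed direction for macrophage-like cells (-2.42), and fr105 against IT325 gained T cell-like (-1.87) and macrophage-like calls (6.67) and changed direction for B cell-like cells (-0.736). With at least 1000 transcripts, macrophage-like cells of fr105 against wild-type (-0.28) and B cell-like cells of fr105 against IT325 (-0.27) changed direction. Without the most abundant gene, IT325 against wild-type lost the T cell-like (-2.19) and gained the macrophage-like call (-5.75), and fr105 against IT325 gained T cell-like (-3.34) and macrophage-like calls (6.94) and changed direction for B cell-like cells (-0.375). Classes assigned without clusters lost the T cell-like calls of IT325 and fr105 against wild-type (-1.92 each), the kidney tubule-like call of IT325 (2.03) and the erythroid-like call of fr105 (-7.91), changed the direction of macrophage-like cells of fr105 against wild-type (-0.608), and gained the kidney tubule-like call of fr105 against IT325 (6.55).

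With names given without regard to the leading genes, cluster 15 joined the T cell-like class, which lost the call for IT325 against wild-type (-1.33) and gained one for fr105 against IT325 (-4.99). For cells thinned before clustering, progenitor-like cells gained a call for IT325 against wild-type (7.85) and fr105 against IT325 (-5.88), the second also at resolution 2 (-5.0), and changed direction for fr105 against wild-type (1.97). With IT325 P1 libraries against wild-type, T cell-like cells lost the call at an unchanged difference (-6.11, adjusted p 0.085, range 0.00069 to 0.69) and macrophage-like cells changed direction (0.447). The erythroid-like call of fr105 against wild-type was lost in permutations within P1 and P2 (adjusted p 0.061, range 0.009 to 1) and without the kidney tubule-like and mitochondrial clusters (-4.66), where the neutrophil-like difference of fr105 from wild-type passed the threshold (16.4). With edgeR on cell counts, kidney tubule-like cells of fr105 against IT325 had an adjusted p of 0.038 (range 0.029 to 0.69). With 1 library left out, shares ranged from -5.78 to -4.22 (erythroid-like) and -0.259 to 2.06 (macrophage-like) for fr105 against wild-type, and from -0.264 to 0.258 (B cell-like) and 4.23 to 7.02 (kidney tubule-like) for fr105 against IT325. Some alternatives gave no value: the progenitor-like class with at least 1000 transcripts and the macrophage-like class in cells thinned before clustering named no cluster, and the kidney tubule-like class has no share once its clusters are left out. A few cells decide the shares of the rare classes, since a library holds 22 to 56 cells.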

Other observations

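The tests of other splits of the libraries, of depth per cell, of the most abundant gene and of the cycling cluster were set before their results were seen. The fits of P1 and P2 libraries alone were planned, but the test that compares the directions of their genes, like all other tests of explanations in this part, was chosen only after the result was seen.

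The counts of genes that differ from wild-type were set against other groupings. Of 100 splits of the 16 libraries, 1 gave as many genes in the sums as IT325 against wild-type, the real one (at most 263 in the others), and the same held for fr105 against wild-type (1 of 100, at most 215). For the neutrophil-like class these numbers were 1 of 100 (at most 289) and 1 of 100 (at most 114). The median of the other splits was 0 in each of these comparisons, and chance is excluded for all of them.

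Within the neutrophil-like class, depth per cell may contribute to the genes that differ from wild-type but is not the whole cause: after thinning to 1500 transcripts, 65.9% of 179 genes kept direction and threshold for IT325 and 62.5% of 128 genes for fr105. Without the most abundant gene these shares were 84.1% of 684 and 83.7% of 367 genes, and without the cycling cluster 90.6% of 630 and 76.2% of 332. Of the genes past the threshold in P1 libraries alone, 97.4% of 381 and 96.2% of 159 went the same way in P2. For IT325, the background set as the whole cause is argued against by the 509 genes past the threshold between IT325 P1 and wild-type, which share a background. For fr105 it cannot be told apart from genotype, since the only test at hand, IT325 P1 against P2, gave 0 genes by edgeR (89 of 2627 at an unadjusted p under 0.05) and does not bear on the fr105 set. Fish, plates, a sequencing lane (the study's methods describe lanes by genotype) or preparation that go with genotype cannot be told apart from the mutations in either case, and no value here bears on them. The mutations stay open as an explanation and were not tested.

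For the shares of cells, 4 of 4 differences between IT325 and wild-type (B cell-like, erythroid-like, kidney tubule-like and neutrophil-like) were past the threshold in the same direction between libraries that share a background, so the background set is not their whole cause. A lane that goes with genotype stays open. For T cell-like cells this comparison gave an adjusted p of 0.085 (range over the alternatives 0.00069 to 0.69). The difference was unchanged at -6.11 points and fewer libraries were compared, so the lost threshold does not decide on a part played by the background set.

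The gene *mhc1uba* was near 0 in both mutant lines. Cell classes that are fewer in the mutants are not the cause, since the mean over fr105 libraries within the neutrophil-like class was 7.12 transcripts per 1000000, against 349 over the wild-type cells of this class. In wild-type the gene was found in each of 6 classes with at least 10 cells, at 93.6 per 1000000 or more, and in mutant classes of that size it reached at most 7.37. A hypothesis is that both mutant lines were kept on a parental haplotype without the gene, or with a copy that its gene model does not catch, in which case the difference would come with the fish and not from Ikaros. The same could hold for other genes that are present in 1 genotype and near 0 in another, such as *rps11l*, *wbp2nl* and *si:ch211-229i14.2*, and it was not tested for them. An effect of the mutations on *mhc1uba* stays open.

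The kidney tubule-like name rests on 5 and 6 of 8 markers in clusters 12 and 13, none of them among the 10 leading genes. For a cluster that co-expressed *ndrg1a*, *selenop* and *kita*, the study proposes mast cell precursors as a possible identity. Which reading holds was not tested. Kidney tubule-like cells were found in 16 of 16 mutant libraries, so that they do not come from a single library, whereas the wild-type libraries held 1 such cell. Dissection or sorting that differed between genotypes is a candidate explanation and cannot be told apart from a change in the marrow, since these cells were not measured in any other way. *selenop* and *ndrg1a*, which were higher in the sums of both mutants, had 81.1% and 73.7% of their transcripts in these cells over all genotypes (81.7% and 68.8% in IT325, 84.2% and 89.6% in fr105). This argues against free RNA as the source of their level in the kidney tubule-like cells of the mutants. Some free RNA from these cells stays open: in neutrophil-like cells *selenop* was at 20.6 per 1000000 in wild-type, 112 in IT325 and 129 in fr105, in erythroid-like cells at 16.1 in wild-type and 100 in IT325, and in progenitor-like cells at 10.8, 112 and 79.9. *ndrg1a* in neutrophil-like cells was at 41.3, 53.1 and 18.8, lower in fr105 than in wild-type. In progenitor-like cells it was at 37.9, 52.5 and 49.9, higher in both mutants. In erythroid-like cells it was at 3.23 in wild-type and 1.18 in IT325, from 1 transcript each. In cluster 6 of IT325 it was at 0, where *selenop* was at 431. A single gene at low levels whose rows point both ways does not decide. Free RNA and a change within these cells cannot be told apart for *selenop*.

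The gene *nccrp1* was used by the study as a marker of innate lymphocytes, but most of its wild-type transcripts lay in neutrophil-like cells. Free RNA is not a likely source, because its level there was 1393 per 1000000 against 568 in the next class, macrophage-like cells, a ratio of 2.45 (95% interval for counting error 2 to 3.03). Wells that held a neutrophil and an innate lymphocyte are argued against by the other 9 markers of innate lymphocytes, which summed to 22.5 per 1000000 in the 447 neutrophil-like cells with *nccrp1*, against 3289 in cluster 15, whose own *nccrp1* level was 137. A hypothesis is that *nccrp1* is expressed by neutrophils of the marrow. It was found and tested in the same libraries, and fish and preparation were not separated from it.

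Cluster 6 held cells of 7 of 8 IT325 libraries, cluster 15 of 7 of 8 and cluster 16 of 8 of 8, so a single library is not the source of any of them. Cluster 6 was led by genes that include *il13* and *il4*, cluster 15 by *il2rb* and *nitr2b*, and cluster 16 by *jac7* and *lad1*. The study described immature T cells among IT325 cells. Cluster 15 carried 7 markers of T cells against 4 of innate lymphocytes, and cluster 6, with 33 IT325 cells, carried 5 of T cells and 5 of progenitors. Such cells may lie in either, and the absence of IT325 cells from the T cell-like class need not mean that IT325 marrow lacks T cells: with cluster 15 in that class, the difference from wild-type was -1.33 points and not past the threshold (adjusted p 0.69, range over the alternatives 0.00069 to 0.69). Whether these are cell types that expand in IT325 or states of cells that cluster apart there was not tested.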
